A study of Homo sapiens with 4 samples.

How the data were processed

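Gene expression in single cells was measured in 4 libraries from xenografts of a triple-negative breast cancer, with 1 library for each of DMSO (the vehicle control), paclitaxel, ivermectin and albendazole. Per the labels' protocols, 3 prime 10x Genomics libraries were made in separate wells with an expected yield of 7000 cells per sample and a target of 100000 reads per cell, after removal of mouse cells with magnetic beads. The deposited matrices hold unnormalised UMI counts (molecules counted per gene and cell barcode), and per the file headers they were written in matrix format 2 by software version 3.0.2. The aligner settings, genome build, gene annotation and the authors' rule for calling cells are not given in the sources used here. Each matrix lists the same 33538 human genes and no mouse genes, so mouse RNA was not measured.

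Symbols and identifiers are those of the deposited feature lists. Coordinates came from GENCODE release 29 (build GRCh38), looked up by Ensembl identifier. Of the 33538 identifiers, 33456 were found there and 33071 had the same symbol.

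Barcodes were kept as cells with at least 2000 UMIs, at least 1000 genes and at most 20% mitochondrial UMIs. Scrublet scores were computed in scanpy 1.11.5. The automatic Scrublet threshold called 1, 1, 0 and 0 doublets in the DMSO, paclitaxel, ivermectin and albendazole libraries, so it separated no doublet population. Doublets were instead removed by rank, as the top scores amounting to 0.8% of barcodes per 1000 barcodes in a library. This removed 3.72%, 5.80%, 4.22% and 5.01% of barcodes in the same order of libraries.

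For each library the UMIs of the kept cells were summed per gene and scaled to CPM by the total of all UMIs in those cells. Each drug library was compared with the DMSO library as a log2 ratio of CPM. A gene with 0 UMIs in a library was placed at a floor of 3 UMIs in that library, and no ratio is given where both libraries were at or under the floor. Each drug had 1 library and so had the control, so no test was made, no p-value is given, and no check against replicates was possible. Genes at least 2-fold higher or lower were counted among those with at least 200 UMIs summed over the compared pair of libraries. These counts describe the libraries only. Intervals are 95% exact Poisson intervals for summed UMIs, exact conditional binomial intervals for ratios, and exact Clopper-Pearson binomial intervals for shares of cells. They cover counting error only, not differences between animals, tumours or library preparations. Ranges for genes per cell are of another kind, described with those values.

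The genes named were fixed by a rule before the data were examined: for each drug the 5 highest and 5 lowest log2 ratios among genes with at least 200 UMIs, leaving out clone names and mitochondrial genes, and in addition every member of the tubulin and aryl hydrocarbon receptor (AhR) target lists and the stem-like markers with at least 200 UMIs over the 4 libraries. A gene that this rule names is not reported here. In the same way, 14 gene lists were written before the data were examined. They cover stem-like, luminal, basal and mesenchymal markers, the S and G2/M phases, tubulins, AhR targets, p53 targets, interferon response, hypoxia response, immediate early and heat shock genes, cholesterol synthesis, and the unfolded protein and amino acid response. A list was summarised by the median log2 ratio of its genes with at least 20 UMIs over the pair of libraries. Its percentile was taken among 10000 random lists of the same size, matched on mean expression in 50 bins, as a description of these libraries. This gave 42 list medians, 14 for each of 3 drugs.

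Genes detected per cell were counted after each cell was thinned at random to 5000 UMIs, and shallower cells were left out. Cell cycle phase was called at the same depth from the S and G2/M lists with the scanpy scoring function. Clusters were made from all kept cells together, on log counts scaled to 10000 per cell, with 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 0.5. A cluster was called epithelial-like when at least 3 of 8 epithelial markers, and more than of any other type, were found in at least 50% of its cells. A cluster whose median UMI number was below 1/3 of that of each library, with no epithelial marker among its 10 leading genes, was left unnamed. Markers of fibroblasts, endothelial cells, macrophages, T cells, B cells and pericytes were looked up in every cluster. As a further test of the interferon list, chosen after its values had been seen, cells were split by whether each held at least 6 of the 8 epithelial markers at 5000 UMIs. Similarity of the drug profiles was the Pearson correlation across genes. It was set beside correlations from 100 simulated sets of libraries in which no gene differed between groups and the control was shared. Spearman's rho and shared calls were simulated likewise. A list of 11 nuclear RNAs was written after MALAT1 had been seen to be low in a group of cells, and before its own test. Symbols of type I and type III interferon genes were collected from the feature list for a further test.

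The calculation was tested on simulated data with counts drawn at the depth of the libraries. All of the 4-fold changed genes passed the 2-fold threshold, and 0% of the 1.5-fold changed or unchanged genes did.

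Alternatives were applied 1 at a time. The value of a gene nearest 0 or lowest over the alternatives was taken with G1 cells included. They were all deposited barcodes, a stricter cell filter of at least 5000 UMIs and at most 10% mitochondrial UMIs, no removal of doublets, scaling by edgeR 4.0.16 TMM factors, scaling by median of ratios, totals without mitochondrial and ribosomal protein genes, equal weight for each cell, thinning before summing, epithelial-like clusters alone, G1 cells alone, minimum counts of 50 and 1000 UMIs, a 1.5-fold threshold, other thinning depths, a phase call from at least 10 UMIs of a list, and other cluster resolutions. Leaving out cells with under 1% mitochondrial UMIs was added after the data had been seen. Barcodes not kept as cells (1102 in DMSO, 1597 in paclitaxel, 1282 in ivermectin and 1377 in albendazole) were left out of the comparisons and are described apart from them. Of these, 929, 1184, 1067 and 1067 failed a quality filter, and 173, 413, 215 and 310 were removed for their doublet scores alone.

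The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 for edgeR. No statement on copy number, sequence variants or the donor was drawn from these libraries.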

Results

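The transcriptomes of single cells were compared between xenografts of a patient-derived triple-negative breast cancer grown in the mammary fat pad of immunodeficient mice. The arms received DMSO, paclitaxel (25 mg/kg), ivermectin (3.3 mg/kg) or albendazole (50 mg/kg) for 15 days, with 2 mice per arm, and tumours were taken 2 hours after the last dose. Paclitaxel stabilises microtubules, albendazole is a benzimidazole that binds tubulin, and ivermectin is an antiparasitic macrocyclic lactone. Each arm was represented by 1 library, and the labels do not say whether 1 or 2 mice entered it. The vehicle, route and schedule differed between arms along with the drug. The series title concerns regulators of a stem-like breast cancer cell state, and the question addressed here was how each drug library differed from the control library.

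The 4 libraries held 23448 barcodes, of which 18090 were kept as cells. The DMSO library gave 3548 cells with 144105824 UMIs, the paclitaxel library 5658 cells with 166989585, the ivermectin library 3996 cells with 151724048 and the albendazole library 4888 cells with 155608793. The median number of UMIs per cell was 33700.5 in DMSO, 24600 in paclitaxel, 31665.5 in ivermectin and 25402 in albendazole. Mitochondrial genes took a median of 10.6%, 8.37%, 10.5% and 8.74% of UMIs per cell in the same order, and ribosomal protein genes took 24.7%, 21.0%, 25.1% and 26.1%. In the kept cells 25567 genes had a UMI.

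Joint clustering gave 10 clusters, against 4 at resolution 0.2 and 18 at resolution 1.0. Of the 10 clusters, 9 were epithelial-like. The remaining cluster, left unnamed for its low depth, had a median of 0.150% mitochondrial UMIs per cell, and 7 of the 8 epithelial markers were found in at least 50% of its cells. No marker of fibroblasts, endothelial cells, macrophages, T cells, B cells or pericytes reached 50% of the cells of any cluster at this resolution. At resolution 1.0 a single pericyte marker did so in 1 cluster, whose leading genes included ACTA2.

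Among 13451 genes compared between paclitaxel and DMSO, 291 were at least 2-fold higher and 48 at least 2-fold lower in the paclitaxel library. For ivermectin, 6 genes were higher and 5 lower among 13177, and for albendazole 17 were higher and 4 lower among 13262. A 1.5-fold threshold moved these counts most, to 868 higher and 162 lower for paclitaxel. The median log2 ratio of all genes was 0.14 for paclitaxel under CPM and -0.02 under TMM scaling, so paclitaxel changes are given below with that shift in view. For ivermectin and albendazole it was -0.02 and -0.00 under CPM. Higher genes made up 85.8% of the paclitaxel calls under CPM, 75% under TMM (207 higher, 69 lower), 75.5% under median of ratios scaling and 77.8% with totals free of mitochondrial and ribosomal protein genes. Among genes with at least 1000 UMIs, the standard deviation of the log2 ratio to DMSO was 0.314 for paclitaxel, 0.128 for ivermectin and 0.150 for albendazole. Between albendazole and ivermectin it was 0.170.

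The 5 highest genes of the paclitaxel comparison were REM1, OAS2, IFI27, XAF1 and IFITM1. REM1 (ENSG00000088320, chromosome 20, 31475293 to 31484905) had 339 UMIs in the paclitaxel library and 3 in the DMSO library, a log2 ratio of 6.61 (5.05 to 8.89). Its rank rests on those 3 UMIs, since its ratio was 5.29 under the stricter cell filter, below the ratios of OAS2, IFI27 and XAF1. In cells thinned to 5000 UMIs it had 47 UMIs in paclitaxel and 0 in DMSO, and the ratio of 3.39 there is a lower bound set by putting 3 for 0. OAS2 (ENSG00000111335, chromosome 12, 112978395 to 113011723) had a log2 ratio of 5.92 (5.19 to 6.76). IFI27 (ENSG00000165949, chromosome 14, 94104836 to 94116698) was the most abundant of them, with 8.06 CPM in DMSO and 458 CPM in paclitaxel, a log2 ratio of 5.83 (5.75 to 5.91), and from 5.66 to 5.90 over the alternatives. The log2 ratios of XAF1 and IFITM1 were 5.76 (4.91 to 6.77) and 5.25 (4.26 to 6.48), and IFITM1 has close paralogs whose reads cannot be excluded. The lowest gene was CA9 (ENSG00000107159, chromosome 9, 35673856 to 35681159), with 36.8 CPM in DMSO and 1.23 CPM in paclitaxel, a log2 ratio of -4.90 (-5.11 to -4.70). It was followed by MIR210HG at -3.55 (-3.73 to -3.38), FN1 at -3.35 (-3.63 to -3.07), PPFIA4 at -3.10 (-3.55 to -2.67) and FAM180A at -2.76 (-3.18 to -2.36). FN1 was nearer 0, at -2.31, when all deposited barcodes were used. These positions are on build GRCh38, and the authors' build is not given in the sources used here.

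**Figure D1:**
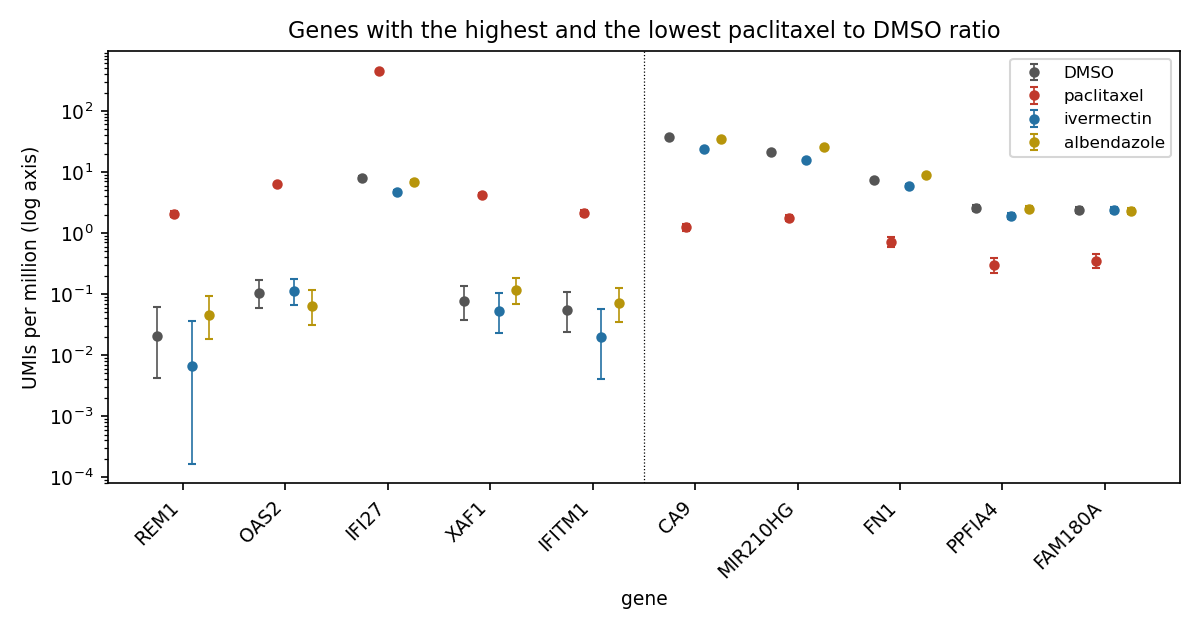
Summed counts scaled to the library total, CPM (vertical axis, log scale) of the 5 highest genes (left of the dotted line) and the 5 lowest genes (right of it) of the paclitaxel comparison in the 4 libraries, with 95% exact Poisson intervals that cover counting error only. IFI27 lay at 458 CPM in paclitaxel and 8.06 CPM in DMSO, and CA9 at 1.23 CPM and 36.8 CPM.

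In the ivermectin comparison the highest genes were RBP4 at a log2 ratio of 1.62 (1.32 to 1.93), SPARC at 1.40 (1.19 to 1.61), ZBTB16 at 1.12 (0.98 to 1.27), CCND1 at 1.11 (0.95 to 1.28) and MMP7 at 1.10 (1.06 to 1.13). MMP7 (ENSG00000137673, chromosome 11, 102520508 to 102530753) was the most abundant, with 75.03 CPM in DMSO and 160 CPM in ivermectin. Under the stricter cell filter 2 of the 6 higher genes were again counted, with MMP7 at 0.80, ZBTB16 at 0.70 and CCND1 at 0.84, below the 2-fold threshold. Among the lowest were ADM at -1.25 (-1.44 to -1.06), CXCL1 at -1.18 (-1.52 to -0.86), SLC16A3 at -1.08 (-1.51 to -0.67) and FAM198B at -1.0 (-1.35 to -0.66). The remaining lower gene was AC087392.2 at -1.23, named after its values were seen. FAM198B fell short of 2-fold under 8 of 10 alternatives and SLC16A3 under 1, at -0.93.

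In the albendazole comparison the highest genes were SAA1 at 1.44 (1.28 to 1.60), KLK11 at 1.36 (1.10 to 1.62), SERPINA3 at 1.30 (0.87 to 1.75), PDE6A at 1.24 (0.81 to 1.70) and RBP4 at 1.23 (0.92 to 1.55). The lowest were IL32 at -1.35 (-1.59 to -1.11), RFLNA at -1.14 (-1.54 to -0.76), CEBPA at -1.13 (-1.53 to -0.74), HIC1 at -1.01 (-1.44 to -0.59) and SCHIP1 at -0.90 (-1.17 to -0.63), of which SCHIP1 did not reach the threshold. Over the alternatives, G1 cells among them, the values nearest 0 were 0.90 for KLK11, 0.80 for RBP4, -0.89 for IL32, -0.76 for RFLNA and -0.80 for HIC1, all short of 2-fold, and HIC1 fell short under 5 of 10 alternatives. SAA1 (ENSG00000173432, chromosome 11, 18266174 to 18269977) rose from 2.98 to 8.10 CPM and has a close paralog. IL32 (ENSG00000008517, chromosome 16, 3065297 to 3082192) fell from 3.41 to 1.34 CPM. Some calls were shared, and the shared genes were looked up after their values were seen. Libraries simulated without any difference, sharing the control, gave no shared or opposed call from counting error alone. With every library at the spread seen across the 4, which the paclitaxel library widens, they gave on average 66.6, 66.8 and 66.3 shared calls. The pairs were paclitaxel with ivermectin, paclitaxel with albendazole and ivermectin with albendazole, with 4, 5 and 1 shared calls observed. Opposed calls averaged 4.61, 4.43 and 4.92, against 1, 2 and 0 observed. That spread gave 204.2 to 209.5 calls per drug, far more than were counted for ivermectin or albendazole. Its numbers are therefore no yardstick for lists this short. SPARC and CCND1 were higher with paclitaxel and with ivermectin, although CCND1 with paclitaxel, at 1.11, was at 0.80 under the alternative that lowered it most. Shared in the same way were RBP4 with ivermectin and albendazole, and CCL28, SAA1, SERPINA3, RGS9 and KLK11 with paclitaxel and albendazole. SERPINA3 with paclitaxel, at 1.21, was at 0.65 under its lowest alternative. ADM was lower with paclitaxel and with ivermectin, as was FAM198B in the main analysis. Other calls were opposed. MMP7 was lower with paclitaxel, at -1.03 (-0.85 under the alternative nearest 0, short of 2-fold), and higher with ivermectin, and CEBPA and RFLNA were higher with paclitaxel, at 1.59 and 1.18, and lower with albendazole.

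Of the 42 list medians, the largest was that of the interferon response list in the paclitaxel library. Its median log2 ratio was 2.90, or 2.75 above the median of all genes, 25 of its 25 genes were higher, and it lay above all 10000 random lists. It moved most, to 2.56, when cells were thinned to 5000 UMIs. Of the 291 genes counted as higher, 20 belonged to this list. The same list had a median of -0.10 for ivermectin (percentile 0.27). For albendazole its median was 0.15, above all random lists, with 15 of 23 genes higher and a mean of 0.04. At 5000 UMIs per cell, the median number of UMIs from the list was 1 in DMSO cells and 7 in paclitaxel cells. The 95th percentile of DMSO cells, 5 UMIs, was exceeded by 60.7% of paclitaxel cells (59.3% to 62.0%) and 4.04% of DMSO cells (3.41% to 4.75%).

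The hypoxia response list had a median of -0.80 in the paclitaxel library, or -0.94 relative to the median of all genes, with 24 of 24 genes lower and a place below all random lists. Of the 48 lower genes, 10 belonged to it. Its median was -0.29 for ivermectin, below all random lists with 22 of 24 genes lower, and -0.02 for albendazole, at percentile 40.1. The stricter cell filter moved the albendazole value most, to -0.17, and a minimum of 1000 UMIs put it just above 0, at 0.0028. The median number of UMIs from the list per cell at equal depth was 13 in DMSO, 10 in paclitaxel, 12 in ivermectin and 12 in albendazole.

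**Figure D2:**
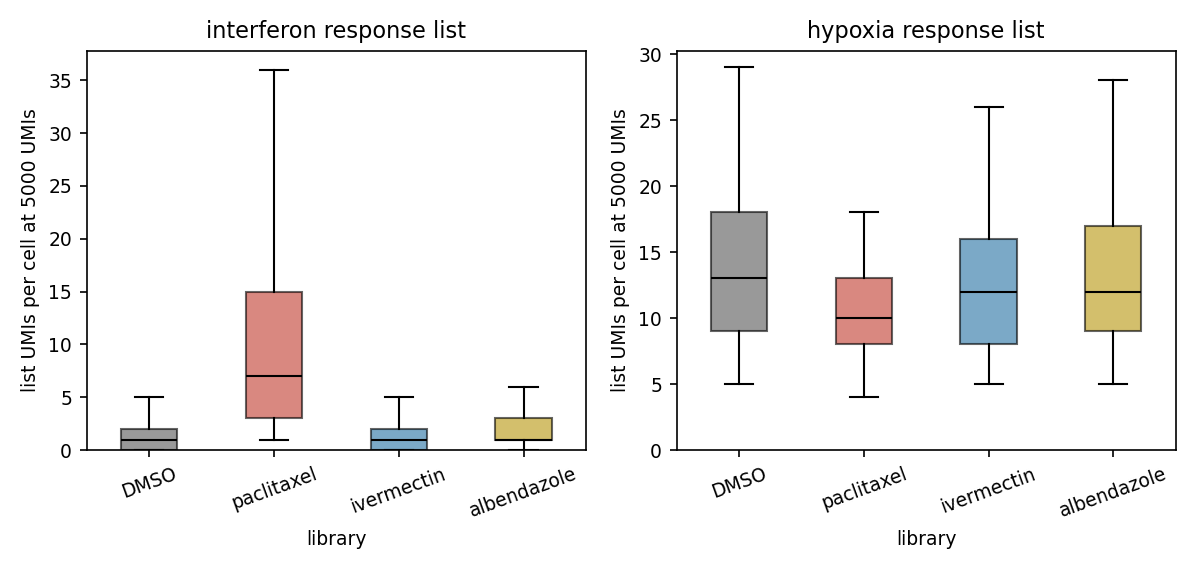
UMIs per cell from the interferon and hypoxia response lists (vertical axes) in cells thinned to 5000 UMIs, for the 4 libraries. Boxes span the 25th to 75th percentiles, lines mark medians and whiskers reach the 5th and 95th percentiles of cells, so the spread is between cells and not between replicates. The interferon median was 7 in paclitaxel and 1 in DMSO, and the hypoxia median 10 and 13.

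Cholesterol synthesis genes were lower than in DMSO in each drug library, with list medians of -0.35 for paclitaxel (20 of 20 genes lower), -0.15 for ivermectin (19 of 20) and -0.25 for albendazole (20 of 20), each below all random lists. Relative to all genes the paclitaxel value was -0.50. Immediate early and heat shock genes had medians of 0.49 for paclitaxel (0.35 relative to all genes), 0.09 for ivermectin and 0.12 for albendazole, each above all random lists. The dissociation time could differ between samples per the labels' protocols, and these genes respond to handling.

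The stem-like markers had a median of 0.29 for paclitaxel, which was 0.15 relative to all genes and lay at percentile 96.7. TMM scaling moved it most, to 0.12. It was -0.10 for ivermectin (percentile 0.50) and 0.01 for albendazole (percentile 73.7), where the mean was -0.04 and several alternatives gave a median below 0. Members went both ways under paclitaxel. ID1 was 4.16 CPM in DMSO and 11.4 CPM in paclitaxel, a log2 ratio of 1.46 (1.32 to 1.59). ALDH1A3 fell from 99.3 to 74.6 CPM, a ratio of -0.41 (-0.45 to -0.38), and MYC from 256 to 207 CPM, a ratio of -0.31 (-0.33 to -0.29). MYC was at 254 CPM with ivermectin and 189 CPM with albendazole, where its ratio was -0.44 (-0.46 to -0.42). CD44 had 45.5 CPM in DMSO and 42.8, 41.6 and 38.4 CPM with paclitaxel, ivermectin and albendazole. LGR6 was higher with paclitaxel, at 0.50 (0.39 to 0.61), and lower with ivermectin, at -0.43 (-0.56 to -0.29), and albendazole, at -0.67 (-0.81 to -0.53). Across the paclitaxel values the other members with at least 200 UMIs ranged from -0.22 for SOX9 to 1.53 for PROCR.

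Tubulin genes had a median of -0.25 for albendazole, below all random lists, with 8 of 10 genes lower and a mean of -0.03. The member farthest above 0 was TUBB2B, with 25 UMIs in albendazole and 8 in DMSO, at a log2 ratio of 1.53 (0.34 to 2.89). The abundant TUBB and TUBA1B stood at 678 and 747 CPM in DMSO and at 567 and 629 CPM in albendazole, log2 ratios of -0.26 (-0.27 to -0.24) and -0.25 (-0.26 to -0.24). The ivermectin median was -0.08 (percentile 2.55, 8 of 9 genes lower). The paclitaxel median was 0.17 under CPM and -0.00 under TMM scaling, so it had no direction that held across scalings, and it lay 0.02 above the median of all genes. Within the paclitaxel library TUBB4B was at 0.34 (0.33 to 0.36) and TUBA1A at -0.74 (-0.76 to -0.72), and these kept their signs under every alternative run. Tubulin genes are close paralogs, so reads can be assigned between them.

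The AhR target list had 5 genes with enough UMIs, with medians of 0.32 for paclitaxel (0.18 relative to all genes, percentile 79.7), -0.28 for ivermectin (percentile 1.85) and -0.04 for albendazole (percentile 26.1, mean 0.01). CYP1A1 and CYP1A2 had at most 1 UMI in each library, so no ratio is given. NQO1, the most abundant member, was at 133 CPM in DMSO, 186 in paclitaxel, 131 in ivermectin and 123 in albendazole.

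Luminal markers had medians of 0.17 for paclitaxel (0.03 relative to all genes), 0.02 for ivermectin and 0.01 for albendazole, with percentiles of 75.9, 85.1 and 55.3, and the ivermectin and albendazole values fell below 0 in cells thinned to 5000 UMIs (-0.0073 and -0.03). Basal markers had medians of -0.05 (-0.20 relative to all genes, mean 0.23), 0.01 and -0.11, with percentiles of 0.35, 72.3 and 0.79, and the ivermectin value was -0.13 under the stricter cell filter. Mesenchymal markers had medians of 0.12 (-0.02 relative to all genes), -0.06 and -0.16, with percentiles of 24.9, 18.2 and 0.30, and the paclitaxel value was below 0 under the 3 other scalings (-0.05 under TMM), while the ivermectin value was 0.09 in thinned cells. The p53 targets had medians of 0.19 (0.05 relative to all genes), 0.03 and -0.01 (mean 0.07), with percentiles of 77.5, 92.1 and 47.0. The unfolded protein and amino acid response had medians of 0.12 (-0.02 relative to all genes), 0.05 and -0.04, with percentiles of 30.7, 99.3 and 14.6. Its paclitaxel value was below 0 under the 3 other scalings (-0.05 under TMM), and its ivermectin mean was below 0 (-0.00050).

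**Figure D3:**
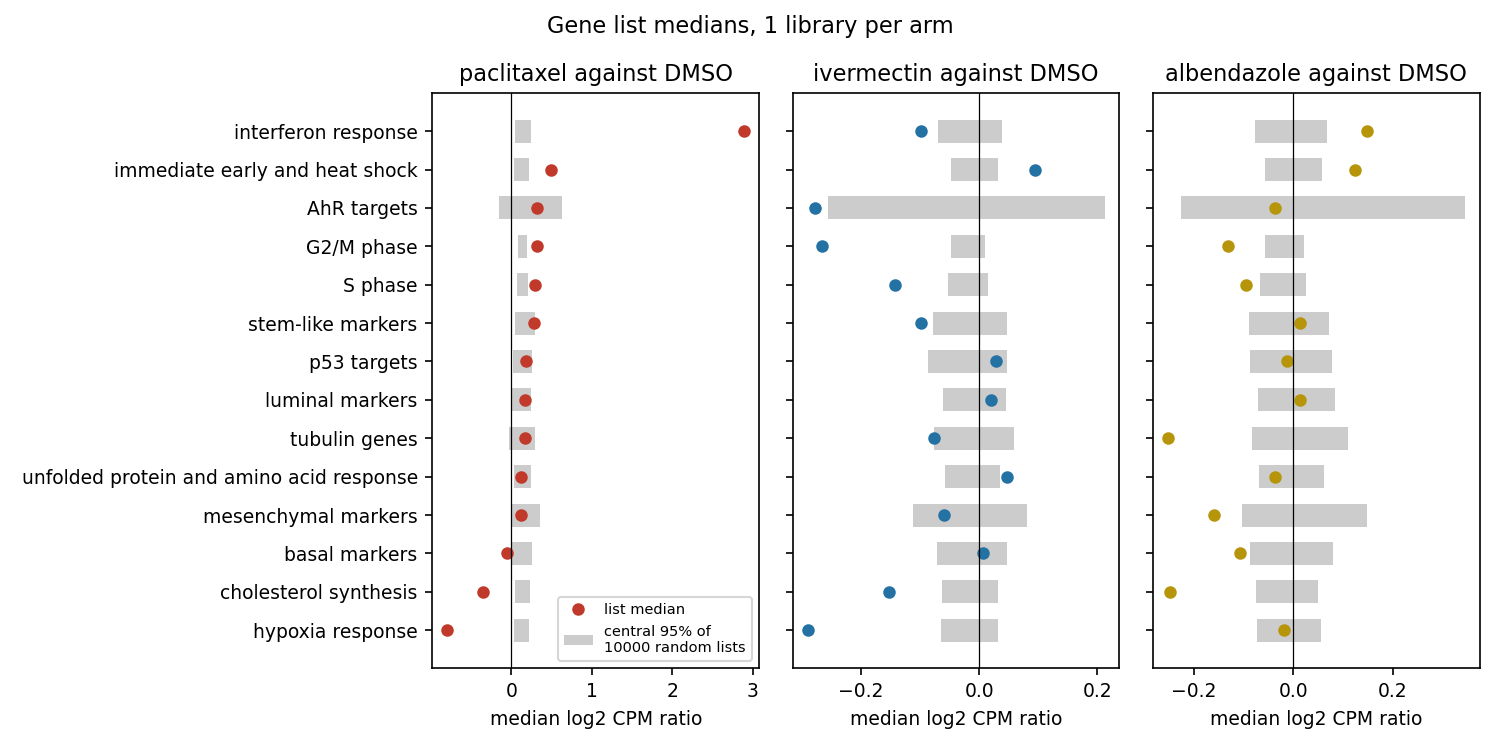
Median log2 ratio to DMSO (horizontal axes, which differ between panels) of the 14 gene lists in each drug library, with grey bars for the central 95% of 10000 random lists matched on expression. The paclitaxel interferon median was 2.90 and the hypoxia median -0.80; the paclitaxel tubulin, mesenchymal and unfolded protein medians (0.17, 0.12 and 0.12 under CPM) fell to -0.00, -0.05 and -0.05 under TMM scaling.

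The S phase list had medians of 0.30 for paclitaxel (0.16 relative to all genes), -0.14 for ivermectin and -0.10 for albendazole, and the G2/M list of 0.32 (0.18 relative to all genes), -0.27 and -0.13. All were outside the 10000 random lists except the albendazole S phase value, which was at percentile 0.07 and at 0.0023 under the stricter cell filter. At 5000 UMIs per cell, S phase calls made up 20.3% of DMSO cells (19.0% to 21.7%), 23.5% of paclitaxel cells (22.3% to 24.7%), 17.8% of ivermectin cells (16.6% to 19.0%) and 18.6% of albendazole cells (17.5% to 19.8%). G2/M calls made up 30.8% (29.3% to 32.4%), 40.2% (38.9% to 41.6%), 25.1% (23.8% to 26.5%) and 27.1% (25.9% to 28.4%) in the same order. A call from at least 10 UMIs of a list moved the paclitaxel differences most, from 3.15 to 15.8 percentage points for S phase and from 9.42 to 17.1 for G2/M. That call lets a cell count for both phases (48.9% S and 70.1% G2/M in paclitaxel), so it is a measure unlike the main one. Between 25.2% and 25.8% of the cells of each library had a score within 0.05 of a threshold between phases, so the shares are ranges. The share of free RNA in these calls was not measured, and no rate of cycling was read from them.

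**Figure D4:**
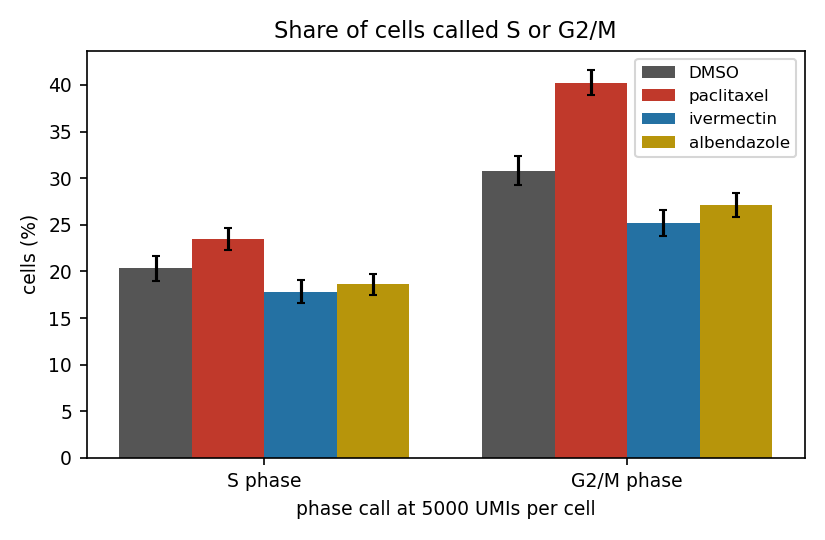
Share of cells called S or G2/M (vertical axis, percent) in the 4 libraries after thinning to 5000 UMIs per cell, with 95% exact binomial intervals that cover counting error only. The G2/M share was 40.2% in paclitaxel and 30.8% in DMSO.

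Genes detected per cell at equal depth served as a measure of transcriptional diversity, which has been used for stem-like states. The median at 5000 UMIs was 1810 genes in DMSO, 1928 in paclitaxel, 1800 in ivermectin and 1796 in albendazole. The difference from DMSO was 6.52% for paclitaxel (5.95% to 7.15%), -0.55% for ivermectin (-1.21% to 0.06%) and -0.77% for albendazole (-1.38% to -0.11%). The cells left out as too shallow numbered 60, 457, 83 and 129. Removing mitochondrial and ribosomal protein genes before thinning moved the paclitaxel difference most, to 0.73%. Without thinning the medians were 5365.5, 4819.5, 5162 and 4652.5 genes, so the paclitaxel library then lay below DMSO.

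The profiles were compared across genes, which are not independent replicates. The correlation of log2 ratios was 0.109 between paclitaxel and ivermectin, 0.154 between paclitaxel and albendazole and 0.269 between ivermectin and albendazole. Libraries simulated without any difference, sharing the control, gave 0.500, 0.501 and 0.501. The simulation gave every library the same spread, whereas the paclitaxel library was more spread than the others, which lowers a correlation with it. Spearman's rho moved the value for paclitaxel and ivermectin most, to 0.041. With disjoint pairs of libraries, the correlations were -0.051 for paclitaxel over DMSO with ivermectin over albendazole, -0.040 for ivermectin over DMSO with paclitaxel over albendazole, and 0.023 for albendazole over DMSO with paclitaxel over ivermectin. Simulated libraries gave -0.055 to 0.071, -0.051 to 0.057 and -0.053 to 0.049 with the spread between libraries. From counting error alone the ranges were -0.037 to 0.023, -0.023 to 0.030 and -0.030 to 0.035. The first and second observed values lay below these narrower ranges and the third lay within. Spearman's rho for the disjoint pairs was -0.111, -0.097 and 0.020, against simulated ranges of -0.020 to 0.020, -0.018 to 0.017 and -0.020 to 0.019. For ivermectin and albendazole, the correlation of 0.269 lay below the simulated range of 0.448 to 0.549. Spearman's rho for this pair was 0.231, below 0.448 to 0.476. The simulated values hold only for a DMSO library as spread as the drug libraries. Ivermectin and albendazole differed more from each other (standard deviation 0.170) than from DMSO (0.128 and 0.150), so the DMSO library may be less spread. A less spread control would also lower the correlation. These values therefore do not decide whether those profiles were alike beyond the shared control. For paclitaxel with either drug such likeness is left open too.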

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

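The main test in this part was chosen before its result was seen, and the split by cause of removal after. The interferon response list was also higher in the paclitaxel barcodes that the comparisons did not use, which puts a signal outside the main measurement. In the 1597 barcodes left out of the paclitaxel library and the 1102 left out of the DMSO library, the median log2 ratio of the list was 3.22, with 24 of 24 compared genes higher. The list had 63984 UMIs in the paclitaxel and 6332 UMIs in the DMSO barcodes. The same list had medians of -0.19 for ivermectin and 0.26 for albendazole in their left-out barcodes. The hypoxia response list was at -0.69 in the left-out paclitaxel barcodes, with 0 of 24 genes higher.

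A candidate explanation is RNA of the same tumour cells, since the value of 3.22 lay near the 2.90 of the kept cells. The left-out barcodes include 413 paclitaxel and 173 DMSO barcodes that passed the quality filters and were removed for their doublet scores alone, so a like signal in them is not independent evidence. In the 1184 paclitaxel and 929 DMSO barcodes that failed a quality filter, the median was 2.68 with 23 of 23 compared genes higher. With 1 library per arm, the drug, its vehicle, the animal, the tumour and a wrong label stay open as origins of the difference, and no biological explanation was tested on these barcodes apart from the kept cells.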

How the results depend on the processing

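Alternatives gave 1015 values of 98 results. The tolerance was the 95% interval of the main value, which leaves out spread between libraries, or 1.5 times for counts of genes and clusters, or a fixed 0.1 for correlations, which is wide beside their values. For differences in phase shares and genes per cell, it ran between the ends of both libraries' intervals. For list medians the interval was taken over the genes of the list. With the 5 AhR genes it spanned all their paclitaxel values, from -0.24 to 0.49. Medians of short or varied lists could hardly leave it, so the number within the tolerance is no measure of robustness. Of the alternatives 909 lay within the tolerance, 102 moved beyond it and 4 called values reversed. All 30 log2 ratios of the genes named for their size kept their sign under every alternative run. Of the 42 list medians, 30 kept their sign under all alternatives, 11 for paclitaxel, 11 for ivermectin and 8 for albendazole; the other 12 had main values between -0.10 and 0.17. Among the 9 differences in phase shares and genes per cell, 8 kept their sign, the exception being the S phase share of albendazole, at 0.63 percentage points under the stricter filter. No paired analysis was possible because each arm had 1 library. Unless a cause is given, the cause was not tested.

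Scaling moved the paclitaxel lists together, since 1 factor applies to every gene. Under TMM the medians were 0.0062 for luminal markers, 0.13 for S phase, 0.15 for G2/M, 0.33 for immediate early and heat shock genes and -0.52 for cholesterol synthesis, and the unfolded protein list reversed to -0.045. Under median of ratios scaling they were 0.0102, 0.14, 0.16, 0.33 and -0.52, with the unfolded protein list reversed to -0.041, and the ivermectin G2/M median was -0.25. With totals free of mitochondrial and ribosomal protein genes the paclitaxel medians were 0.17 for S phase, 0.18 for G2/M and -0.49 for cholesterol synthesis, and the unfolded protein list reversed to -0.013.

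With at least 5000 UMIs and at most 10% mitochondrial UMIs per cell, the paclitaxel medians were 0.43 for S phase, 0.25 for G2/M and -0.51 for cholesterol synthesis, and the difference in genes per cell was 5.73%. For ivermectin 2 genes were higher and 8 lower, and the medians were -0.13 for basal markers, -0.060 for S phase and -0.24 for G2/M. For albendazole the medians were -0.21 for basal markers, -0.22 for G2/M, -0.17 for hypoxia and -0.37 for cholesterol synthesis, and the S phase list reversed to 0.0023.

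In G1 cells alone the paclitaxel medians were 0.26 for luminal markers, -0.21 for cholesterol synthesis and 0.19 for the unfolded protein list. The ivermectin interferon median was -0.24, and the albendazole medians were -0.17 for basal and -0.32 for mesenchymal markers.

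Counts of genes past 2-fold depended on the number of genes with enough UMIs, by construction. With cells thinned to 5000 UMIs they were 117 higher and 22 lower for paclitaxel, 3 and 2 for ivermectin, and 4 and 0 for albendazole; of the genes counted at full depth, 101 of 291 and 19 of 48 were again counted for paclitaxel, and 2 of 17 of the higher genes for albendazole. In thinned cells the ivermectin medians were -0.31 for G2/M and -0.18 for cholesterol synthesis. A minimum of 1000 UMIs gave 119 and 21 for paclitaxel, 4 and 1 for ivermectin, and 3 and 0 for albendazole. A minimum of 50 UMIs gave 626 and 82 for paclitaxel, 18 and 31 for ivermectin, and 71 and 39 for albendazole. A 1.5-fold threshold gave 868 and 162, 50 and 71, and 157 and 44 in the same order.

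The number of clusters was 4 at resolution 0.2 and 18 at resolution 1.0. The paclitaxel difference in genes per cell was 5.90% at 10000 UMIs and 0.73% without mitochondrial and ribosomal protein genes. A phase call from at least 10 UMIs of each list gave paclitaxel differences of 15.8 percentage points for S phase and 17.1 for G2/M. Under that call a cell can count for both phases, unlike under the main call. The AhR list has no value at a minimum of 1000 UMIs. Leaving out cells under 1% mitochondrial UMIs, an alternative chosen after seeing the data, moved none of the main results beyond these tolerances.

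Depth limits the rarer genes. A gene at the 200 UMI minimum carries wide counting intervals, as for SERPINA3 in albendazole at 0.87 to 1.75, and with 1 library per arm no difference can be set against the spread between replicates.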

Other observations

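Tests chosen only after their result was seen were the cell cycle, scaling and mouse cell tests, both further tests of the tubulin list, the free RNA test of the cells low in mitochondrial RNA, the test of mitochondrial and ribosomal protein genes, the count of cholesterol genes by library, and the remark on 1 library per arm. The remaining tests were chosen before.

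The interferon response list was higher in the paclitaxel library. A small group of cells was argued against by 60.7% of paclitaxel cells lying above the 95th percentile of DMSO cells. Residual mouse cells were not excluded. Of the 4792 paclitaxel cells with at least 6 of the 8 human epithelial markers, 61.5% (60.1% to 62.9%) lay above it too. The share was 3.96% in such DMSO cells. Since 4792 of 5201 paclitaxel cells passed this split, the share could hardly differ from that of all cells. Free human RNA could also supply the markers. In the 409 paclitaxel cells with fewer markers the share was 50.9% (45.9% to 55.8%), so the signal was not concentrated in cells poor in them. A different cell cycle mix was argued against by a list median of 3.09 in G1 cells. Scaling was argued against by the distance of 2.75 from the median of all genes. Free RNA would reach all droplets alike, whereas ISG15 rose and fell with the other 24 list genes across paclitaxel cells (Spearman's rho 0.594, and 0.184 in DMSO cells), and hardly with the hypoxia list (0.051). Interferon made by the tumour cells may contribute. Transcripts of 20 type I and type III interferon genes had 142 UMIs in paclitaxel and 39 in DMSO, a log2 ratio of 1.65 (1.13 to 2.20), against 45 in ivermectin and 31 in albendazole. IFNL1, named after its values were seen, had 60 and 4 UMIs in paclitaxel and DMSO. Some interferon genes are themselves induced by interferon and mouse interferon was not measured, so the order of events stays open. With 1 library per arm, the tumour, the mouse, the vehicle and a wrong label cannot be told apart from the drug.

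The hypoxia response list was lower in the paclitaxel library. Its median in G1 cells was -0.96, which argues against the cell cycle mix as the whole cause. Fewer hypoxic cells and a lower level in all cells cannot be told apart. The share of paclitaxel cells above the 90th percentile of DMSO cells was 0.634%, against 9.66% in DMSO, a ratio of 0.0657, but a uniform fall also empties an upper tail. The 10th percentile went from 7 to 5 UMIs, the median from 13 to 10 and the 90th percentile from 24 to 16. Tumour size, necrosis removed at dissection and the other differences between arms stay open with 1 library each.

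Tubulin genes were lower in the albendazole library. A different cell cycle mix was argued against by a median of -0.29 in G1 cells. A lowering shared by any drug library cannot be told apart from an effect of albendazole: 8 of 10 genes were lower in albendazole than in ivermectin, but 8 of 9 were also lower in ivermectin than in DMSO, and libraries of 1 kind were not repeated. Tubulin messenger RNA is known to fall when free tubulin rises, which could lower it under a drug that frees tubulin and raise it under paclitaxel. The paclitaxel list lay 0.024 from the median of all genes with members going both ways, which decides nothing. The vehicle, the animal and the label stay open with 1 library per arm.

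Cells with under 1% mitochondrial and under 0.1% MALAT1 UMIs were more frequent in the paclitaxel library, at 446 of 5658 cells (7.88%, 7.19% to 8.62%), than in DMSO (2.42%), ivermectin (2.5%) or albendazole (3.76%). In the paclitaxel library 101 cells had from 0.5% to 1% mitochondrial UMIs and 96 from 1% to 2%. The cell filter was argued against by a share of 8.38% among all deposited paclitaxel barcodes and 2.04% in DMSO. Residual mouse cells cannot be told apart from human cells or fragments here. The 8 human epithelial markers had a median log2 ratio of -0.45 in these cells over the other paclitaxel cells (range -3.12 to 0.26), but free human RNA could supply them and mouse RNA was not measured. Cell fragments without a nucleus may explain them. Of the 9 nuclear RNAs found, 9 were lower, at a median log2 ratio of -2.51 from 149 UMIs. These cells were picked for low MALAT1, itself a nuclear RNA. Low values of other nuclear RNAs could follow from that choice, so they are weak support. The cells had a median of 4829 UMIs against 26289. Free RNA in the droplets cannot be told apart from fragments, since empty droplets were not analysed here. The median mitochondrial share of these cells was 0.126%, whereas barcodes with under 2000 UMIs had a median of 4.09% in paclitaxel and 95.5% in DMSO. Whether the drug or the dissociation gave more of these cells was not tested.

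More genes per cell were detected at equal depth in the paclitaxel library. A smaller share of mitochondrial and ribosomal protein RNA may explain most of it, since the difference was 0.73% once those genes were removed. A different cell cycle mix was argued against by 7.14% in G1 cells. G2/M calls were more frequent in the paclitaxel library, and total count scaling was argued against by the G2/M list lying 0.18 above the median of all genes. Clusters led by genes of mitosis, picked after their shares were seen, were not more frequent there. The cluster led by PIF1, CCNB1 and AURKA held 4.42% of paclitaxel and 5.98% of DMSO cells. The cluster led by NMU, PTTG1 and CCNB2 held 8.87% and 10.6%. The cluster led by HIST1H4C, with RRM2, held 31.2% and 20.1%. The calls therefore do not show a gain of cells in mitosis. With 1 library per arm, the origin of the difference in calls stays open.

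Cholesterol synthesis genes were lower than in DMSO in each of the 3 drug libraries. In G1 cells the median closest to 0 was -0.14, which argues against the cell cycle mix. A high level in the DMSO library alone cannot be told apart from a fall in each drug library, since 19 of 20 genes were highest in DMSO, as both would give.

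The share of barcodes with over 90% mitochondrial UMIs was 9.53% in DMSO, 4.25% in paclitaxel, 9.68% in ivermectin and 6.54% in albendazole.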
